A study of Strongylocentrotus purpuratus with 8 samples.

How the data were processed

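Whole-genome bisulfite sequencing (MethylC-seq) was measured in the purple sea urchin, Strongylocentrotus purpuratus. The 8 libraries comprise embryos at 24, 48 and 72 hours post fertilisation (hpf) and adult tube feet, with 2 replicates in each of the 4 groups. Per the labels' protocols, sonicated genomic DNA was spiked with unmethylated lambda phage DNA, ligated to adapters, bisulfite converted and amplified by PCR. Bisulfite treatment converts unmethylated cytosines, which are then read as thymines, whereas methylated cytosines are still read as cytosines. Cytosines of the lambda phage DNA that are read as methylated therefore measure incomplete conversion together with sequencing error.

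The authors deposited 1 file of CpG calls per library. Per the file headers, the calls come from MethylDackel on reads described as merged, sorted and deduplicated, the calls of each CpG were merged, and the build was Spur3.1 in linear scaffolds with the lambda phage sequence added. The aligner, the tool versions and the read filters are not given in the sources used here. Each deposited row gives the methylation level as a percent, cut down to a whole number, and the counts of methylated and unmethylated reads, which are not normalized. The deposited counts were used throughout, and the percent column was only checked against them. A site is listed where it has at least 1 read. Groups and replicate numbers were taken from the sample titles.

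The number of reads at CpG sites ranged from 75377025 in 24 hpf replicate 2 to 126381599 in 48 hpf replicate 1, and the median coverage of a listed site ranged from 3 to 7 reads. A single site is therefore measured coarsely, and reads were summed over windows for tests along the genome. Reads were counted at each CpG site, so a read that covers several sites is counted at each of them. Read numbers of windows, libraries and lambda are therefore numbers of calls at CpG sites. The number of separate reads behind them can be much smaller. Wilson 95% confidence intervals are given for lambda methylation. Reads carry no molecular identifiers here, so intervals cover counting error only. The intervals also treat each call as independent, which makes them too narrow where a read covers several sites.

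The global level of a library was the number of methylated reads divided by all reads at CpG sites outside lambda. The shares of sites at 80% or more and between 20% and 80% were taken over sites with at least 10 reads in all 8 libraries. These values were compared between the 4 groups with an exact permutation test of the F statistic over 105 partitions, between adult tube feet and embryos with a two-sided exact permutation test of the difference over 28 splits, and over the 3 embryonic stages with a two-sided exact Jonckheere-Terpstra trend test over 90 arrangements. The smallest p-values these tests can give are 0.00952, 0.0357 and 0.0222. A comparison of 2 libraries with 2 others has 6 arrangements and a smallest two-sided p-value of 0.333, so no such test was run on single values.

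For tests along the genome, reads were summed in windows of 500 bp with at least 4 CpG sites and at least 20 reads in every library. A quasi-binomial logistic model with 1 mean per group was fitted to each window over all 8 libraries. The Pearson dispersion was moderated across windows with limma's squeezeVar, with the log of mean coverage as a trend and a lower bound of 1, and each contrast was tested with a quasi-likelihood F test. The p-values were adjusted by the Benjamini-Hochberg method over all windows tested. Windows with a mean level under 2.5% or over 97.5% were given a p-value of 1 and stayed in the adjustment. This left 171660 of 367598 windows that were fitted. A window was called at an adjusted p-value below 0.05 and an absolute difference of at least 20 percentage points between group levels, each group level being that of its pooled reads. The 5 contrasts were 48 minus 24 hpf, 72 minus 48 hpf, 72 minus 24 hpf, adult tube feet minus 72 hpf, and adult tube feet minus the mean of the embryonic stages. In the last contrast, the F test compared adult reads with reads pooled over all embryo libraries. Only its difference in points used the mean of the stages. The tests, thresholds, samples and most alternatives were fixed before the data were examined. The lower bound on the dispersion, the coverage trend, the treatment of windows at the extremes, the form of the contrast of adult tube feet with embryos and the way unchanged libraries were simulated were chosen after the data had been seen.

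Windows named in the text follow a rule fixed beforehand. For each of the first 4 contrasts, the 2 windows with the largest rise and the 2 with the largest fall were taken among called windows whose groups do not overlap and that have at least 50 reads in each library compared. Coordinates are 1-based and those of the build of the files. The gene table at hand belongs to another assembly, Spur_5.0, and coordinates were not converted between builds, so windows carry no gene annotation and the planned comparison of methylation by annotated feature was not run.

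The window test was tested on simulated data drawn at the real coverage and levels. The extra variation between libraries was set equal in all windows and libraries. Differences in level particular to 1 library, such as those of 24 hpf replicate 2, were not simulated. With 200 of 367598 windows lowered in the 72 minus 24 hpf contrast, 6% of falls of 20 points, 46% of falls of 30 points, 74% of falls of 40 points and 86% of falls of 50 points were called, and 11 of 367398 unchanged windows were called. In the contrast of adult tube feet with 72 hpf, the shares were 8%, 34%, 68% and 90%, with 1 unchanged window called. With 40000 windows lowered in that contrast, 37.9% of falls of 20 points and 99.6% of falls of 50 points were called. In 20 simulations in which no group differed, between 0 and 1 window was called for 72 minus 24 hpf.

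Alternatives comprised other windows of 1000 bp and of 200 bp with at least 3 sites, other minimums of reads, other differences, leaving out very high coverage (above 3 times the median), leaving out the CpG site that contributed most to each window, fitting only the groups compared, adding the replicate number, limma on log2 ratios of methylated to unmethylated reads with an offset of 1, thinning to equal reads, and leaving out each library in turn. For the global levels, sites were also weighted equally or restricted to those covered in all libraries. After the data had been seen, the contrast of 72 minus 24 hpf was also fitted with 24 hpf replicate 1 trading places with each 72 hpf library in turn, reads were also pooled over sites of at least 10 reads in all libraries, and sites covered in all libraries were also weighted equally. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.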

Results

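DNA methylation at CpG sites was profiled at base resolution in purple sea urchin embryos at 24, 48 and 72 hpf and in adult tube feet, the locomotory appendages of the adult, with 2 libraries per group. The design compares successive embryonic stages with each other and a differentiated adult tissue with the embryos. Between 8652151 CpG sites, in 24 hpf replicate 2, and 12366521, in 48 hpf replicate 1, were covered per library, and 14943298 were covered in at least 1 library. The number of reads at CpG sites was 90132169 and 75377025 in the 24 hpf replicates, 126381599 and 94446436 at 48 hpf, 95081823 and 100288115 at 72 hpf, and 92803856 and 92088802 in adult tube feet. Median coverage per listed site was 3 reads in 24 hpf replicate 2 and between 5 and 7 reads in the 7 other libraries. On the unmethylated lambda phage spike-in, 0.112% of reads were called methylated in 24 hpf replicate 1 (Wilson 95% interval 0.107% to 0.117%) and between 0.232% and 0.296% in the 7 other libraries, from at least 421161 reads each.

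The first comparison asked whether the overall level of CpG methylation differed between groups. With reads pooled over all sites, the level was 33.2% ± 12.8 (SD, n = 2) at 24 hpf, 27.1% ± 3.81 (SD, n = 2) at 48 hpf, 25.3% ± 1.05 (SD, n = 2) at 72 hpf and 21.3% ± 0.362 (SD, n = 2) in adult tube feet. The wide spread at 24 hpf came from replicate 2, which reached 42.2%, against 24.2% in replicate 1. The 4 groups did not differ beyond the spread between replicates (exact permutation test, p = 0.41). Without 24 hpf replicate 1 the largest difference between group means rose from 11.9 to 20.9 points and the exact p was 0.0286, but 24 hpf was then the outlying replicate 2 alone and the spread came from the other groups. The adult minus embryo difference was -7.21 points and not significant (two-sided exact permutation test, p = 0.214). There was no trend over the embryonic stages (two-sided exact Jonckheere-Terpstra test, p = 1). The 72 minus 24 hpf difference of -7.93 points depended on the 24 hpf libraries, being -17.0 without 24 hpf replicate 1 and 1.11 without 24 hpf replicate 2.

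The comparison was repeated with equal weights. When 539235 sites with at least 10 reads in all libraries were given equal weight, the level was 37.0% ± 2.05 (SD, n = 2) at 24 hpf, 35.6% ± 1.05 (SD, n = 2) at 48 hpf, 35.8% ± 0.154 (SD, n = 2) at 72 hpf and 31.2% ± 0.167 (SD, n = 2) in adult tube feet. The adult minus embryo difference was then -4.93 points (exact permutation p = 0.0357, the smallest the test can give). With reads pooled over these same sites, a setting added after the data had been seen, the difference was -6.02 points (exact permutation p = 0.107). Both adult libraries lay below all 6 embryo libraries in each of these settings and with reads pooled over all sites. The trend over embryonic stages remained not significant (exact p = 0.844).

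**Figure D1:**
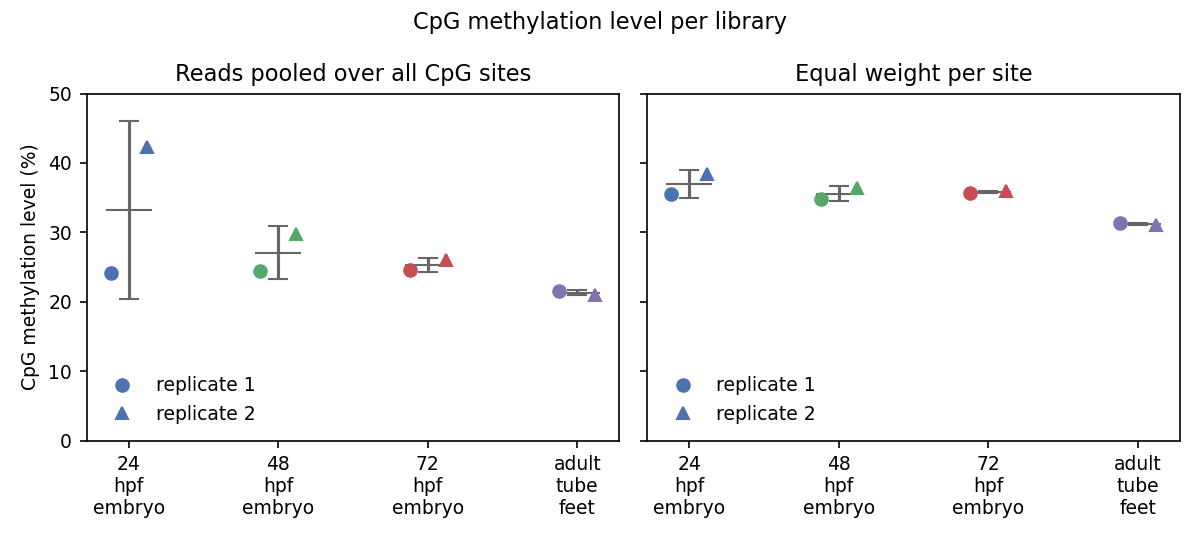
CpG methylation level in percent for each library (circles, replicate 1; triangles, replicate 2), by group, with reads pooled over all sites on the left and equal weight per site on the right. Horizontal bars are group means and error bars the SD of 2 libraries. 24 hpf replicate 2 stands at 42.2% with pooled reads and at 38.4% with equal weights.

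The coverage of methylated and unmethylated regions was compared within each library. In windows of 8 to 11 CpG sites, with the methylation class taken from the 7 other libraries, windows at 80% or more had 3.99 times as many reads per CpG as windows at 20% or less in 24 hpf replicate 2. This ratio was 1.70 in 48 hpf replicate 2, between 1.27 and 1.43 in the 4 other embryo libraries, and 1.32 and 1.17 in the adult libraries.

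**Figure D2:**
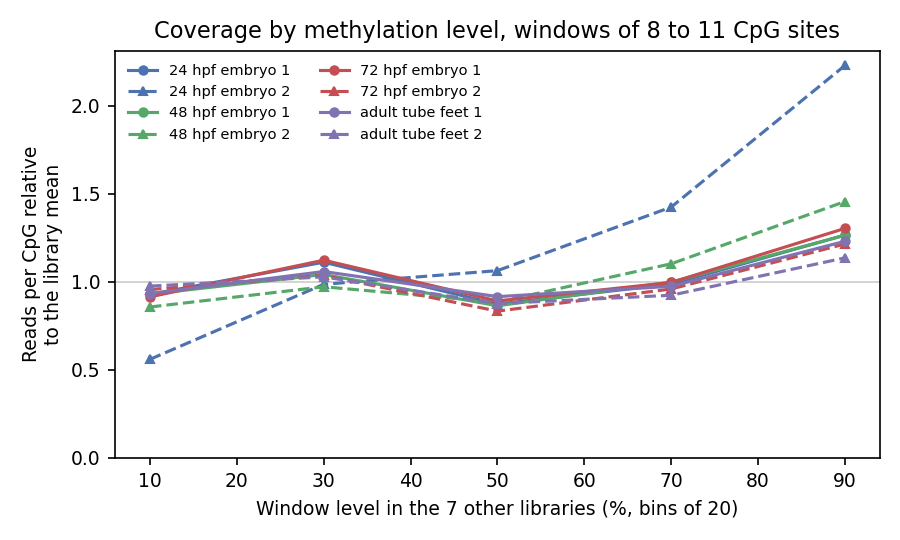
Reads per CpG relative to the mean of the library against the methylation level of the window in the 7 other libraries (percent, bins of 20), in windows of 8 to 11 CpG sites; each line is 1 library. In 24 hpf replicate 2 relative coverage rose from 0.559 in the lowest bin to 2.23 in the highest, a wider range than in the 7 other libraries.

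Most of the 539235 sites with at least 10 reads in all libraries were either unmethylated or highly methylated. The share of sites at 20% or less was 56.0% ± 1.33 (SD, n = 6) in embryos and 59.2% ± 0.0712 (SD, n = 2) in adult tube feet. The share of sites at 80% or more was 31.4% ± 1.65 at 24 hpf, 29.6% ± 0.852 at 48 hpf, 30.1% ± 0.0134 at 72 hpf and 22.8% ± 0.254 in adult tube feet (SD, n = 2 each). The groups differed (exact permutation p = 0.0381), and the adult minus embryo difference was -7.54 points (exact permutation p = 0.0357, the smallest possible). With the reads of each site thinned to 10, the test of the 4 groups no longer passed (exact p = 0.105), nor did it without 72 hpf replicate 1 or without 72 hpf replicate 2 (exact p = 0.0762 each). The share between 20% and 80% was 13.3% ± 0.712 at 24 hpf, 14.4% ± 0.250 at 48 hpf, 13.2% ± 0.496 at 72 hpf and 18.0% ± 0.183 in adult tube feet (SD, n = 2 each). The groups differed (exact permutation p = 0.0476), and the adult share was 4.37 points higher than in embryos (exact permutation p = 0.0357). Without 48 hpf replicate 1 the exact p of the 4 groups was 0.0667, and without 48 hpf replicate 2 it was 0.0857. This direction reversed at the 49602 sites with at least 20 reads in all libraries, where the share was 37.3% in adult tube feet and 40.3% in embryos, a difference of -3.05 points (exact permutation p = 0.0714). The share at 80% or more was 8.82% and 12.5% there, so the levels depend on the sites selected by coverage. After Benjamini-Hochberg adjustment over the 7 exact tests of pooled levels and shares, the 4 tests of the shares each had an adjusted p of 0.0833 (exact permutation tests), so none passed the correction.

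**Figure D3:**
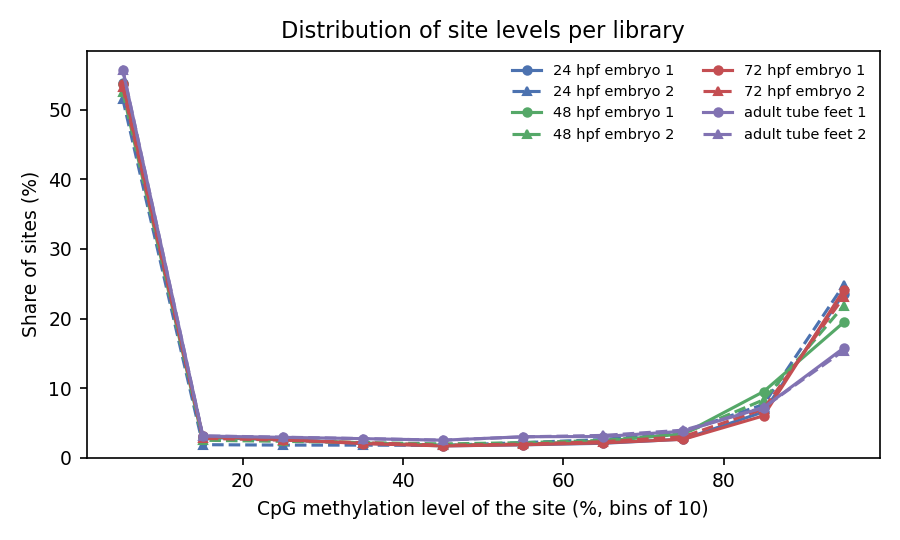
Share of CpG sites in percent against the methylation level of the site in bins of 10 percentage points, over 539235 sites with at least 10 reads in all libraries. Each line is 1 library. The 2 adult libraries have the smallest shares in the highest bin.

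Levels at single sites correlated between libraries (Pearson's r across 539235 sites, which are not independent replicates). Correlations between different embryonic stages were 0.982 to 0.986, or 0.962 to 0.973 where 24 hpf replicate 2 was one of the pair. Embryo and adult libraries correlated at 0.906 to 0.914, or at 0.888 to 0.890 for 24 hpf replicate 2. No 2 libraries held identical values.

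Successive stages were then compared in 367598 windows of 500 bp, which are 29.1% of all windows with at least 4 CpG sites. The median number of reads per tested window was 67 in 24 hpf replicate 2 and between 115 and 165 in the 7 other libraries. Between 24 and 48 hpf, 0 windows were called by the quasi-binomial test with limma's moderated dispersion, 11226 had an unadjusted p below 0.05, and limma on log2 ratios called 0. Without 24 hpf replicate 1, 453 windows were called, 447 of them lower at 48 hpf. Between 48 and 72 hpf, 0 windows were called by the same test, 8326 had an unadjusted p below 0.05, and limma on log2 ratios called 0.

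Between 24 and 72 hpf, 0 windows were called higher and 9 lower at 72 hpf by the quasi-binomial test, and limma on log2 ratios called 0. The count was 1654 without 24 hpf replicate 1 (31 higher, 1623 lower) and 0 without any one of the 7 other libraries. The 9 windows lay at 69.7% to 94.1% in the 24 hpf libraries, at 21.0% to 54.3% at 48 hpf and at 11.9% to 32.8% at 72 hpf, with 66 to 735 reads per embryo library. In all 9, both 48 hpf libraries lay between the 24 and the 72 hpf libraries. Both adult libraries lay below both 72 hpf libraries in 7 windows and above them in 2. The differences between 72 and 24 hpf ranged from -70.7 to -51.9 points.

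The 2 largest falls meeting the naming rule were on Scaffold832 and Scaffold568. The window Scaffold832_116501 spans positions 116501 to 117000 of Scaffold832 in Spur3.1 and holds 10 CpG sites. Its level was 93.9% ± 0.260 at 24 hpf, 38.7% ± 3.82 at 48 hpf, 23.4% ± 0.248 at 72 hpf and 4.15% ± 0.484 in adult tube feet (SD, n = 2 each), with 80 to 187 reads in the 24 and 72 hpf libraries. The 72 minus 24 hpf difference was -70.7 points, with an adjusted p of 0.0213 in the quasi-binomial test, and limma on log2 ratios did not call the window. The window Scaffold568_428501 spans positions 428501 to 429000 of Scaffold568 and holds 15 CpG sites. Its level was 83.7% ± 6.99 at 24 hpf, 38.4% ± 1.46 at 48 hpf and 15.3% ± 3.65 at 72 hpf (SD, n = 2 each). In the adult libraries, 0 of 103 and 0 of 137 calls at its CpG sites were methylated. The difference was -67.5 points, with an adjusted p of 0.0379 in the quasi-binomial test, and limma did not call the window. Annotation of these windows was not analysed here.

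**Figure D4:**
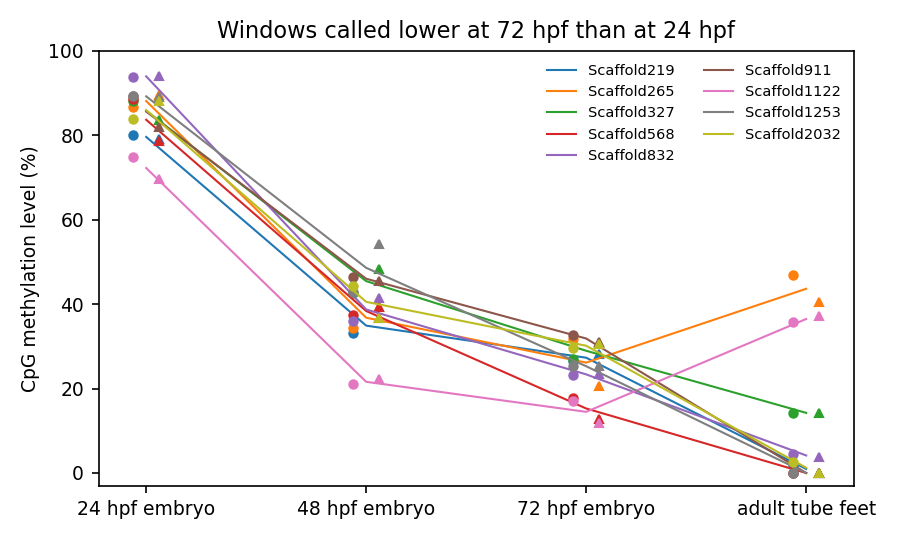
CpG methylation level in percent of the 9 windows called lower at 72 hpf than at 24 hpf, by group. Circles and triangles are replicates 1 and 2, and lines join group means of each window. All 9 fall from 69.7% or more at 24 hpf to 32.8% or less at 72 hpf.

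The reproducibility of stage differences was described by correlating, across windows, the change in replicate 1 with the change in replicate 2. This correlation was 0.0553 for 72 minus 24 hpf (-0.0278 with the replicate numbers crossed), 0.0187 for 48 minus 24 hpf (-0.227 crossed) and 0.0624 for 72 minus 48 hpf (-0.00121 crossed), against 0.844 for adult tube feet minus 72 hpf (0.842 crossed). Windows are not independent replicates and no p-value is given. All 9 windows that fell between 24 and 72 hpf also had a lower level in adult tube feet than at 24 hpf. The share of shared signs was 100%, and it was also 100% among the leading windows of 20 simulations without any difference, because both differences use the same 24 hpf libraries.

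Adult tube feet were compared with 72 hpf embryos in the same windows. The quasi-binomial test called 37393 windows, 3559 higher and 33834 lower in the adult. Lower windows made up 9.20% of all windows tested, and higher windows 0.968%. The count was 21176 of 215542 windows at 40 reads, 54411 of 539577 at 10 reads, and 59939 of 581173 with 24 hpf replicate 2 left out and windows selected on the 7 other libraries, a setting chosen after the data had been seen. limma on log2 ratios called 36762 windows. Windows called lower had a median level of 87.6% at 72 hpf and 42.0% in adult tube feet, with a median difference of -39.0 points. Windows called higher had a median level of 11.5% at 72 hpf and 57.1% in the adult, with a median difference of 35.1 points. Against the embryos, 3882 windows were called higher and 38032 lower in the adult. Here the quasi-binomial test used reads pooled over the embryo libraries, and the difference in points used the mean of the stages.

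Of 102839 windows at 80% or more at 72 hpf, 53.4% were also at 80% or more in adult tube feet, 43.7% were between 20% and 80%, and 2.86% were at 20% or less. For comparison, 89.4% of windows at 80% or more at 24 hpf were still there at 48 hpf, and 94.5% of those at 48 hpf were still there at 72 hpf. Of windows at 20% or less at 72 hpf, 97.9% were also at 20% or less in the adult. The share of highly methylated windows called lower in the adult fell with the number of CpG sites, from 32.5% in windows of 4 to 7 sites to 9.42% in windows of 30 sites or more.

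The 4 other named windows came from this contrast, and in each the 2 groups did not overlap and differed. The window Scaffold13_468501, at positions 468501 to 469000 of Scaffold13 with 16 CpG sites, rose from 0.777% ± 0.192 at 72 hpf to 97.0% ± 4.26 in adult tube feet (SD, n = 2 each), with 83 to 219 reads and an adjusted p of 5.72e-05. The window Scaffold3460_28001, at positions 28001 to 28500 of Scaffold3460 with 21 sites, rose from 0.610% ± 0.862 to 96.3% ± 1.87 (SD, n = 2 each), with 60 to 127 reads and an adjusted p of 5.85e-05. The window Scaffold1213_16001, at positions 16001 to 16500 of Scaffold1213 with 14 sites, fell from 97.4% ± 2.55 (SD, n = 2) to 0 of 119 and 0 of 86 calls. Its adjusted p was 5.1e-05 in the quasi-binomial test. The window Scaffold22_21001, at positions 21001 to 21500 of Scaffold22 with 35 sites, fell from 97.6% ± 1.70 to 0.395% ± 0.558 (SD, n = 2 each). Its adjusted p was 5.72e-05 in the quasi-binomial test. Coverage was uneven, with 86 and 56 reads at 72 hpf and 380 and 360 in adult tube feet, and the cause was not tested.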

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

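Tests chosen only after the result was seen were those of incomplete conversion, of coverage by methylation, of equal weights and of pooled reads on the same sites, of a swapped library and of counting error on lambda. The tests of levels within sites and of sites at equal reads were fixed before their results were seen. Samples were examined over the 6 embryo libraries for 9 measures, and 5 measures had a library whose gap to the nearest other library, relative to the whole range, exceeded Dixon's 95% critical value. By chance this happens with a probability of 0.05 per measure, and the 9 measures are related to each other.

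24 hpf replicate 2 stood apart from the other embryo libraries in its pooled CpG methylation level (42.2%), its share of sites at 80% or more (32.5%), its mean level over windows (34.3%) and its number of covered CpG sites (8652151). Its lambda methylation of 0.232% was the lowest but one of the embryo libraries, which argues against incomplete conversion. Its highest correlation with an adult library, 0.890, was below its lowest correlation with an embryo library, 0.962, which argues against a swap with adult tube feet. Its excess over the other 5 embryo libraries shrank from 16.5 points with pooled reads to 2.76 points with equal weight per site. On those same sites with pooled reads it stood at 43.0%, against a mean of 31.7% in the other 5, so both the choice of sites and, more strongly, the weighting reduced the excess, and higher methylation of these embryos does not account for the whole excess. The reads were distributed unevenly: methylated windows had 3.99 times the reads per CpG of unmethylated windows at the same number of CpG sites, against at most 1.70 in the other embryo libraries. At sites of 40% to 60% in the other embryos, 24 hpf replicate 2 read 64.8% on average, against 46.0% to 53.2% in the other 5 libraries. The 2 sides are not fully alike, because the class of the other 5 was set partly by 24 hpf replicate 2. The sites also differed, with 82833 for 24 hpf replicate 2 and 143686 to 151875 for the others. The coverage ratio and the level at intermediate sites could both result from a loss of unmethylated molecules from this library, before or during amplification. The number of sites covered goes the same way, since the other embryo libraries thinned to the same number of reads would still cover at least 11209842 sites, so fewer reads alone do not explain it. A smaller true difference in methylation of these embryos, including at the intermediate sites, stays open and was not tested separately. 48 hpf replicate 2, with a coverage ratio of 1.70 and a level of 53.2% at intermediate sites, lies in the same direction to a lesser degree.

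24 hpf replicate 1 stood apart in lambda methylation (0.112%). Its 95% interval ended at 0.117%, below the lowest bound of 0.221% among the other embryo libraries, which argues against counting error. What remains open is a difference in conversion, in sequencing error or in handling between libraries. No biological explanation was tested, since the lambda DNA was added to the samples. The whole range of lambda methylation, 0.112% to 0.296%, is small beside the differences in CpG methylation between groups.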

How the results depend on the processing

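The alternatives chosen after the data had been seen were the selection of windows on the 7 libraries other than 24 hpf replicate 2 (which leaves that library out), the minimum of 40 reads for the effect of the replicate number, and, for the global level, pooled reads over sites of at least 10 reads and equal weights over sites covered in all libraries. All other alternatives were planned.

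The adult minus embryo difference passed the exact test with equal weight per site (-4.93 points) and with reads pooled without sites above 3 times the median coverage (-4.56 points), and not with reads pooled over all sites. Over libraries left out in turn it ranged from -8.08 to -4.47 points. The largest difference between groups ranged from 5.77 to 20.9 points, passing the exact test only without 24 hpf replicate 1, where 24 hpf is represented by the outlying replicate 2 alone and the spread comes from the other groups, so that pass does not show a difference between stages, and the 72 minus 24 hpf difference ranged from -17.0 to 1.11 points. On the same sites of at least 10 reads, the adult minus embryo difference was -4.93 points with equal weights and passed, and -6.02 points with pooled reads and did not. Over sites covered in all libraries it was -4.54 points with equal weights and passed, and -7.11 points with pooled reads and did not. On each of these sets of sites the outcome thus changed with the weighting. Leaving out sites of very high coverage had the same effect on pooled reads, and the level of 24 hpf replicate 2 was then 30.1%, against 42.2% over all sites.

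For the share of sites at 80% or more, the difference between groups no longer passed the exact test at 20 reads per site (6.11 points) or thinned to 10 reads (8.07 points), and ranged from 6.15 to 9.89 points over libraries left out. The adult minus embryo difference no longer passed at 20 reads (-3.71 points) and ranged from -8.00 to -5.82 points over libraries left out. For the share between 20% and 80%, the difference between groups no longer passed at 20 reads (4.12 points) and ranged from 4.37 to 5.13 points over libraries left out. The adult minus embryo difference reversed at 20 reads (-3.05 points) and ranged from 3.59 to 4.72 points over libraries left out. The cause was not tested; only 49602 sites had 20 reads in every library.

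The 9 windows called between 24 and 72 hpf were not stable. The count was 30 in windows of 200 bp, 3 after thinning, 2 without the largest site of each window, and 0 in windows of 1000 bp, with only the groups compared, with limma and with windows selected on 7 libraries. Over libraries left out it ranged from 0 to 1654, the latter without 24 hpf replicate 1, where 24 hpf is represented by replicate 2 alone and the lone library is assumed to vary like the other groups. Between 24 and 48 hpf the count was 1 without windows of very high coverage and ranged from 0 to 453 over libraries left out, 453 again without 24 hpf replicate 1. The cause was not tested for the other settings. Between 48 and 72 hpf it was 0 under every alternative run. The 2 named windows of the 72 minus 24 hpf contrast kept their direction in every alternative run, with differences between -58.97 and -73.2 points, and were called in 6 alternatives and not in 12 for Scaffold832_116501, and in 5 and not in 13 for Scaffold568_428501. The share of 9 windows with the same sign in adult minus 24 hpf could not be computed at 1000 bp, where 0 windows were called.

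For adult tube feet minus 72 hpf, counts ranged from 24938 to 40933 over libraries left out, and for adult tube feet minus embryos from 31011 to 44680. With at least 40 reads, 21176 and 23070 of 215542 windows tested were called. With at least 10 reads, 63004 of 539577 were called against embryos, and with windows selected on 7 libraries 59939 and 64147 of 581173. The number of windows tested differs by construction. A difference of 30 points gave 27701 windows against embryos. The share of higher windows stayed between 7.85% and 11.7% in the settings that used all 8 libraries or all libraries of the groups compared, and reached 11.9% with windows selected on 7 libraries. The 4 named windows of adult tube feet minus 72 hpf passed the thresholds in every alternative in which they were tested. Scaffold1213_16001 and Scaffold22_21001 were themselves left out with the windows of very high coverage, so that alternative did not test them. Windows of 200 bp have no single counterpart and were not compared for named windows.

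The labels do not say that a replicate number marks a shared batch or cross, and the check for pairing, a correlation over 0.1 for every pair of stages, was not met. The deviations of same-numbered embryo libraries from their group means correlated at 0.258 between 24 and 48 hpf, 0.0847 between 24 and 72 hpf and 0.0635 between 48 and 72 hpf. All 3 are positive, and replicate 2 had the higher pooled level at each stage, so a shared component is not excluded. By the test of the replicate number, 0 windows were called for the replicate number in embryos (14348 at an unadjusted p below 0.05), also at 40 reads. With the replicate number as a block in the quasi-binomial model, 0 windows were called in each of the 3 contrasts between embryonic stages, including 72 minus 24 hpf, 31716 for adult tube feet minus 72 hpf and 38608 for adult tube feet minus embryos.

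For adult tube feet minus embryos a fit of only the groups compared uses the same 8 libraries and is not a separate alternative. The planned comparison by annotated feature was not run. Depth limits the window tests, since 29.1% of windows with at least 4 sites had 20 reads in every library, and 24 hpf replicate 2 is the main limit: 483091 windows reach 20 reads in it, against at least 799895 in each other library.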

Other observations

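Tests chosen only after the result was seen were those of conversion and of over-represented methylated regions for the adult difference, the regrouping of 24 and 72 hpf libraries, which replaced a void test fixed earlier, and the division of the test of early changes into windows lower and higher in the adult. The others were fixed before their results were seen.

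The lower methylation of adult tube feet was weighed against technical explanations. Lambda methylation differed between adult and 72 hpf libraries by -0.0161 points on average, far less than the mean window difference of -5.02 points, which argues against more complete conversion. Of the windows called lower in the adult, 71.4% kept the call without the CpG site that contributed most, which argues against single polymorphic sites, and 82.4% kept it after thinning to equal reads, which argues against depth. With equal weight per site the adult minus 72 hpf difference was -4.62 points, against -3.97 points with pooled reads, which argues against over-represented methylated regions in the embryo reads. Over-representation of methylated molecules within sites in the embryo libraries was not tested directly. Acting library-wide, it would also raise the reads per CpG of methylated over unmethylated windows at 72 hpf. That ratio was 1.43 and 1.27 at 72 hpf, overlapping 1.32 and 1.17 in the adult libraries. Windows called lower had medians of 87.6% at 72 hpf and 42.0% in the adult, and 3559 windows were called higher. These values argue against a library-wide excess at 72 hpf as the whole cause. A smaller contribution stays open. A difference between tissue and embryo, between ages, or between the genotypes of the animals stays open, because the labels do not separate them.

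The windows that fell were clustered. Among windows at 80% or more at 72 hpf, 24.5% were called lower in the adult, but where the next window was also tested and at 80% or more at 72 hpf (35494 adjacent pairs), 65.0% of called windows were followed by another called window, against at most 26.1% in 1000 random placements. Random placement over all these windows did not give this. The placements did not match CpG number or coverage. CpG number alone falls short, since at most 32.5% of such windows were called in any class of CpG number. Coverage was not examined, so independent changes of windows that differ in coverage are not excluded. The longest run comprised 12 windows, from position 20001 to 26000 of Scaffold1928, chosen after its values were seen. Its mean level was 86.2% ± 0.269 (SD, n = 2) at 72 hpf and 42.7% ± 1.69 (SD, n = 2) in adult tube feet.

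Intermediate sites in the adult also came in neighbourhoods. Among sites at 80% or more at 72 hpf, a site intermediate in adult replicate 1 had a neighbour 51 to 100 bp away that was intermediate in adult replicate 2 in 58.3% of cases, against 26.6% where the site was not intermediate, a ratio of 2.19. The 2 libraries share no reads, so isolated heterozygous variants would not give this. A candidate explanation is a mixture of cells or alleles with and without methylation over whole regions; it was not tested, since the files do not link calls to reads.

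The 9 windows called lower at 72 hpf than at 24 hpf exceed the number in simulations without any difference, where at most 1 window was called. Those simulations gave all windows and libraries equal extra variation and left out the raised levels of 24 hpf replicate 2. They therefore cannot tell whether that library made the calls. In the simulation of this contrast with 200 windows lowered, however, 11 of 367398 unchanged windows were called. 24 hpf replicate 1 lay 52.7 to 73.3 points above the 72 hpf mean in these windows, but they had been selected with this library. If 24 hpf replicate 2 alone had made the calls, replicate 1 would be exchangeable with the 72 hpf libraries. When it traded places with either 72 hpf library, 0 windows were called, and 0 had a p as small as that of the 9 calls. With so few groupings the reported one could rank first by chance, so this does not exclude 24 hpf replicate 2 alone. At an unadjusted p below 0.05 in the quasi-binomial test, the reported grouping gave 11747 windows. The count was 13071 with 72 hpf replicate 2 and 9791 with 72 hpf replicate 1 in place of 24 hpf replicate 1. The separation was also less clear when counted by levels without regard to reads. Both 24 hpf libraries lay at least 49.1 points, the smallest such gap of the 9, above both 72 hpf libraries in 31 windows. This number was 24 with 72 hpf replicate 2 and 4 with 72 hpf replicate 1 in place of 24 hpf replicate 1. A change between the stages stays open, as does a difference between the parents or the genotypes of the 24 and 72 hpf embryos, which the labels do not separate from stage and which was not tested.

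Windows that differ between adult tube feet and 48 hpf embryos were examined for earlier change, using the 24 and 72 hpf libraries. These libraries did not enter the difference tested. They did enter the dispersion and the filters on reads and mean level, so the selection was not independent of them. The 33249 windows lower in the adult fell from 24 hpf replicate 1 to 72 hpf replicate 1 by an excess of -1.61 points over other windows of the same 48 hpf level, and by -1.64 points to replicate 2. Against 24 hpf replicate 2 the excess was -0.787 and -0.812 points. The 3556 windows higher in the adult also fell relative to such windows, by -0.379 and -0.812 points, which is away from the adult level, but rose by 2.56 and 2.13 points against 24 hpf replicate 2. In the windows lower in the adult all 4 values were negative, but their size depended on the 24 hpf library, and in the windows higher in the adult the sign did too. A small early fall in the windows lower in the adult is a hypothesis only.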
